# Genome-Wide Mapping of DNA Methylation in Chicken

**DOI:** 10.1371/journal.pone.0019428

**Published:** 2011-05-05

**Authors:** Qinghe Li, Ning Li, Xiaoxiang Hu, Jinxiu Li, Zhuo Du, Li Chen, Guangliang Yin, Jinjie Duan, Haichao Zhang, Yaofeng Zhao, Jun Wang, Ning Li

## Abstract

Cytosine DNA methylation is an important epigenetic modification termed as the fifth base that functions in diverse processes. Till now, the genome-wide DNA methylation maps of many organisms has been reported, such as human, Arabidopsis, rice and silkworm, but the methylation pattern of bird remains rarely studied. Here we show the genome-wide DNA methylation map of bird, using the chicken as a model organism and an immunocapturing approach followed by high-throughput sequencing. In both of the red jungle fowl and the avian broiler, DNA methylation was described separately for the liver and muscle tissue. Generally, chicken displays analogous methylation pattern with that of animals and plants. DNA methylation is enriched in the gene body regions and the repetitive sequences, and depleted in the transcription start site (TSS) and the transcription termination site (TTS). Most of the CpG islands in the chicken genome are kept in unmethylated state. Promoter methylation is negatively correlated with the gene expression level, indicating its suppressive role in regulating gene transcription. This work contributes to our understanding of epigenetics in birds.

## Introduction

DNA methylation is a stable epigenetic modification found in most of the eukaryotes that plays a crucial role in many biological processes, including gene expression regulation, gene imprinting and transposon silencing in mammals and plants [1], [2], [3]. In mammals, cytosine DNA methylation occurs mostly at the CpG dinucleotides except for the CpGs in CpG islands [4]. DNA methylation is unevenly distributed in the genome, the heterochromatin region, transposons and repetitive sequences are usually hypermethylated, and the 5′ and 3′ flanking regions of genes are methylated at a relatively low level compared with the gene body regions [3], [5], [6]. Although many genome-wide DNA methylation profiles and their functional analysis have been reported, there is little knowledge about the DNA methylation patterns in birds [5], [6], [7], [8], [9].

There are many approaches to decipher a genome-wide DNA methylation profile, including methylated DNA immunoprecipitation-sequencing/chip (meDIP-seq/chip), bisulfite-sequencing (bis-seq) and some enzyme digestion based techniques. MeDIP uses an antibody which can specifically recognizes methylated cytosines and pulls down the methylated fractions, MeDIP-chip was used to provide the first comprehensive DNA methylation map of an entire Arabidopsis thaliana genome [3].

The gold standard to determine the DNA methylome is genome-wide bisulfite sequencing, which firstly converts all the unmethylated cytosines into uracil while left the methylated cytosines unchanged by sodium bisulfite under denaturing conditions, which can be distinguished subsequently by sequencing [10]. Despite its high resolution, genome-wide bis-seq remains a high cost and time-consuming method for DNA methylome study. Many studies showed that meDIP combined with high-throughput sequencing or chip could be considered as a method that can reflect the relative methylation state of a genome [3], [11], [12].

The chicken (*Gallus gallus*) is an important animal model that bridges the mammals and vertebrates in evolution and has long been used as a model species for the study of embryology, immunology, behavior and reproduction [13]. The red jungle fowl is believed to be the ancestor of the domestic chicken, and chicken are thought to have been domesticated about 8,000 years ago, in South-East Asia [14], [15]. Among numerous chicken breeds raised by many years of adaptation and breeding, the avian broiler shows good performance on growth, muscle yield, feed efficiency and disease resistance, making it a common chicken breed for meat production [16].

To study the global DNA methylation patterns in the chicken genome, we generated the DNA methylomes of the red jungle fowl and avian broiler by meDIP-seq using Illumina Genome Analyzer II. Liver and muscle tissue were selected for methylation analysis due to their biological and economical importance. Our results provided the first insight into DNA methylation landscape in birds.

## Results

### Global mapping of DNA methylation in chicken

To decipher the genome-wide DNA methylome of the chicken, we dissected liver and muscle tissues from 7-day-old chickens, we immunoprecipitated sheared genomic DNA with an antibody which specifically recognizes 5-methylcytosine and sequenced the enriched methylated DNA of the liver and muscle tissue of the red jungle fowl and the avian broiler (RJF liver, RJF muscle, AA liver and AA muscle with Illumina Genome Analyzer II. MeDIP-Seq reads were aligned using Maq [17] and only the uniquely mapped reads were used in scanning the methylation peak (regions with sequencing tags more than 10 and *p* value<10^−5^) with MACS [18]. A range of 17,202,074 to 27,501,760 raw reads were generated for the four samples respectively and more than 85% of the reads were mapped and about 65% of the reads in each sample were uniquely mapped to the chicken genome in each sample (Table 1).

**Table 1:** MeDIP-Seq Illumina GA data.

	Total meDIP-Seq data	Percentage of mapped reads in total reads	Percentage of unique mapped reads	Percentage of unmapped reads
AA liver	20,445,577	85.47%	63.94%	14.53%
AA muscle	18,203,752	88.52%	67.43%	11.48%
RJF liver	27,501,760	89.38%	67.66%	10.62%
RJF muscle	17,202,074	87.73%	65.51%	12.27%

The technical reproducibility was assessed by two independent meDIP experiments and sequencing performances for RJF muscle. Each sample was sequenced by Solexa for one lane: the correlation coefficient (Pearson's r) of these two samples was 0.97 (*p*<0.0001), which indicates our approach is highly reproducible (Fig. 1A). We carried out bis-seq for 8 randomly selected regions in the chicken genome, and the bis-seq results were feckly consistent with the meDIP-seq results (Fig. 1B, Fig S1 and Fig S2). These results indicated that our methylation data obtained by meDIP-seq was reliable.

**Figure 1:**
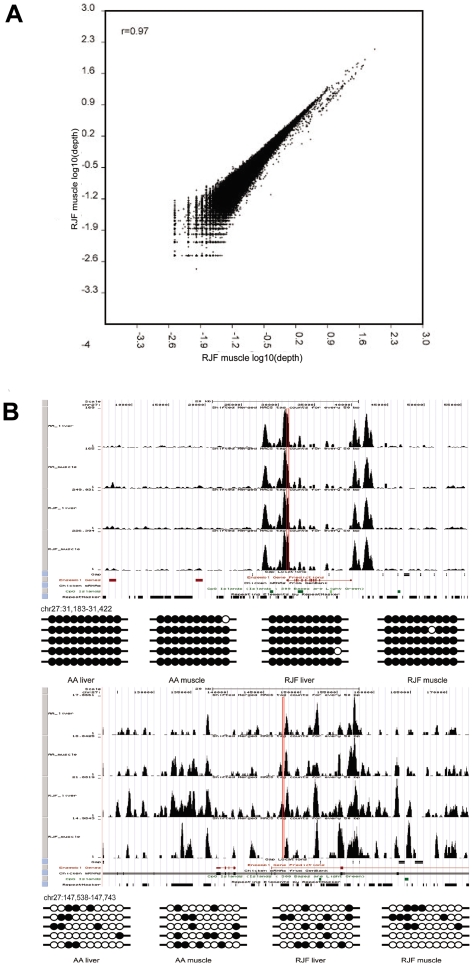
Global mapping of DNA methylation in chicken. **A**. Scatter plot showing the correlation between two independent meDIP-Seq experiments with RJF muscle used for DNA methylation assay. **B**. Snapshot of meDIP-Seq data from genome-wide DNA methylation analysis. The DNA methylation signal is shown with the sequencing tags number along the chromosome. Gene region is shown with the red boxes. Methylation patterns of selected high methylated region and low methylated region were detected by bisulfite sequencing.

### Distribution of DNA methylation around the transcription start sites (TSS)

First we analyzed the distribution of DNA methylation in the 2 kb region upstream of the transcription start sites, the gene body and the 2 kb region downstream of the transcription termination site. Generally, gene body regions show a higher level of DNA methylation than the 5′ and 3′ flanking regions of genes [3]. The genome region around TSS is crucial for gene expression regulation. In chicken, DNA methylation level decreased dramatically before the TSS and increased sharply towards the gene body regions and stayed at a plateau until the 3′ end of the gene body (Fig. 2). Previous studies have demonstrated that DNA methylation in the gene body regions impeded transcription elongation in *Neusprora crassa*, *Arabidopsis thaliana* and mammalian cells [5], [19], [20]. The hypermethylation of the gene body regions in the chicken genome further indicates that this is probably a mechanism for regulation of gene expression that is conserved among species.

**Figure 2:**
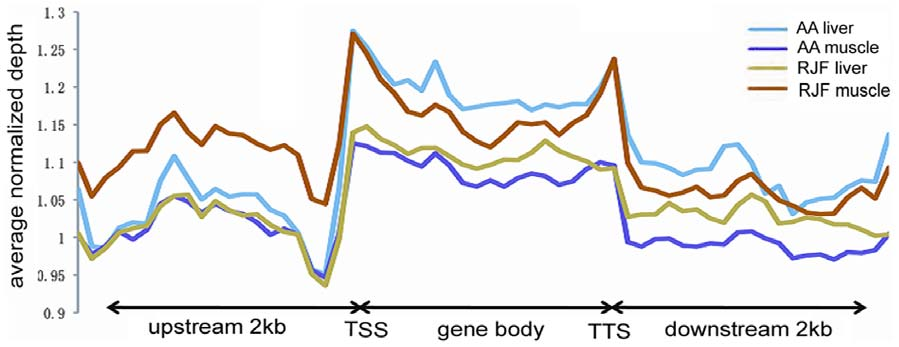
DNA methylation distribution in gene flanking and coding regions. DNA methylation profile in gene region was calculated by the tags that were aligned on unique locus in genome. The gene region was defined as the whole regions that contained 2 kb region upstream of the TSS, gene body from TSS to TTS and 2 kb region downstream of the TTS. In upstream and downstream 2 kb regions, the regions were split into 20 non-overlap windows and the average alignment depth was calculated for each window. In gene body, each gene was split into 20 equal windows and the average alignment depth was calculated for each window. Y-axis is the average of normalized depth for each window.

### DNA methylation in CpG islands and repetitive sequences

CpG islands were reported to be relatively lowly methylated [8]. We first evaluated the total number of the CpG islands in the chicken genome with the criteria of length >200 bp, G+C content >50% and CpG observed to expected >0.6 [21]. A total number of 20224 CpG islands were identified in the chicken genome. Subsequently, we estimated the methylation status of the CpG islands: CpG islands that overlapped with the methylation peaks were termed as methylated CpG islands. Of all the CpG islands in the chicken genome, about 9.1% were methylated in AA liver, 7.3% in AA muscle, 5.7% in RJF liver and 13.1% in RJF muscle of the CpG islands were methylated in the chicken genome (Table 2). Overall, most CpG islands were unmethylated in chicken, CpG islands in the RJF-liver were least likely to be methylated, with the greatest proportion of methylated CpG islands in RJF muscle. The 5′ end of the gene is important for the gene expression regulation and the methylation of the 5′ end is usually suppressive for gene expression. Our results showed that about 10 percents of the methylated CpG islands were in this region in the chicken genome.

**Table 2:** Summary of methylated CpG islands in the liver and muscle tissue of the red jungle fowl and avian broiler.

Sample	5′ end of a gene	3′ end of a gene	Exon	Intron	Intergenic	Total methylated CGIs	Total CGIs	Methylated (%)
AA liver	168	63	239	251	1716	1850	20224	9.1
AA muscle	171	45	207	215	1371	1472	20224	7.3
RJF liver	128	30	150	158	1083	1156	20224	5.7
RJF muscle	362	69	430	461	2289	2657	20224	13.1

The density of interspersed repeats is less than 9% in chicken genome, which is much lower than that in mammalian genomes [22]. In accordance with this phenomenon, less than 10% of the uniquely mapped meDIP-seq reads in chicken belonged to the repeat sequences annotated by UCSC (Fig. S3). The predominant type of interspersed repeat in the chicken genome, chicken repeat 1 (CR1), accounted for about 60% of the total methylated repeat sequences (Table S1).

### Promoter DNA methylation and gene expression level

Most of the promoter regions are associated with CpG islands and are lowly methylated. Promoter DNA methylation always causing a compact chromatin structure and is recognized as repressive signal for gene transcription. By RNA-seq we got the gene expression profiles for each of RJF liver, RJF muscle, AA liver and AA muscle. 

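Expression was measured in 4 libraries, 1 each for AA liver, AA muscle, RJF liver and RJF muscle. The tissues came from 1 avian broiler (AA) and 1 red jungle fowl (RJF), both females 7 days old, so there is no replicate within a breed and tissue and a difference between libraries has no replicate check. The RNA-seq was of the tag type. The restriction enzyme Nla III cuts cDNA at CATG, and Mme I then releases a short tag at the CATG site closest to the 3′ end of the transcript, so that 1 tag position stands for 1 transcript whatever its length. For each library the authors deposited a table of sense tags and a table of antisense tags, with the raw number of tags counted on each transcript, the tag sequences with their copies, and the number of tags normalized to 1 M clean tags (TPM). Every listed tag had 21 bases, and none had fewer than 2 copies. The transcripts carry Ensembl chicken identifiers, the paper's stated source of gene information, and the files do not pair them with gene names. The library tables were used as deposited, and counts of 0 were given to transcripts listed only in another library.

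The libraries held 8990134 clean tags in AA liver, 9063895 in AA muscle, 9014525 in RJF liver and 9092667 in RJF muscle, computed from the counts and the TPM values and so known to within the rounding of those values. Sense tags were listed on 7016 transcripts in AA liver, 6582 in AA muscle, 6757 in RJF liver and 6919 in RJF muscle. Of the 8703 transcripts listed in any library, 5124 (58.9%) were listed in all 4. With at least 1 TPM required, the setting that moved these numbers most, 5015, 4525, 4697 and 4730 transcripts were left in the same order of libraries.

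The profiles separated the tissues. Across transcripts, which are not independent replicates, Spearman's rho between libraries was 0.848 for the livers of the different birds and 0.877 for the muscles, and between 0.635 and 0.690 for the 4 pairs of a liver and a muscle. Pearson's r on log10(TPM + 0.01) gave the largest change, to 0.698 for the livers, 0.729 for the muscles and between 0.466 and 0.520 for pairs of different tissues. The most abundant liver transcript, ENSGALT00000019054, had 392930 tags in AA liver and 308364 in RJF liver, against 25 in AA muscle and 31 in RJF muscle. Its log2 ratio of liver over muscle was 13.60 (adjusted p = 0.0101, edgeR's quasi-likelihood test of 2 livers against 2 muscles with Benjamini-Hochberg adjustment). The transcript ENSGALT00000018064 had the opposite pattern, with 325404 tags in AA muscle and 300664 in RJF muscle against 57 and 36 in the livers of the same birds (log2 ratio -12.73, adjusted p = 0.0101 from the same test). Computed from TMM-normalized tags with each library left out in turn, the ratios stayed between 13.45 and 13.68 and between -13.02 and -12.49. The transcripts ENSGALT00000029080 and ENSGALT00000029088 were among the 3 most abundant in all 4 libraries, and they were not called different between the tissues in that test, which can miss changes (log2 ratio -0.89 with adjusted p = 0.370, and log2 ratio -0.52 with adjusted p = 0.623). The test leaves out that each bird gave both a liver and a muscle. With the bird as a block, the calls of these 4 transcripts were the same.

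One property of the libraries bears on comparisons with AA liver. Over 4912 transcripts with at least 20 tags in the livers together, the log2 ratio of AA liver over RJF liver rose with the number of G and C bases in the tag (Spearman's rho 0.443 across transcripts). Its median was -0.52 for tags with at most 8 G and C bases and 0.63 for tags with at least 11. For AA muscle over RJF muscle, rho was -0.0702 over 4706 transcripts. The other pairs with AA liver also rose with GC content, with rho 0.296 against AA muscle and 0.240 against RJF muscle, and the pairs without AA liver stayed between -0.0702 and 0.0174.

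**Figure D1:**
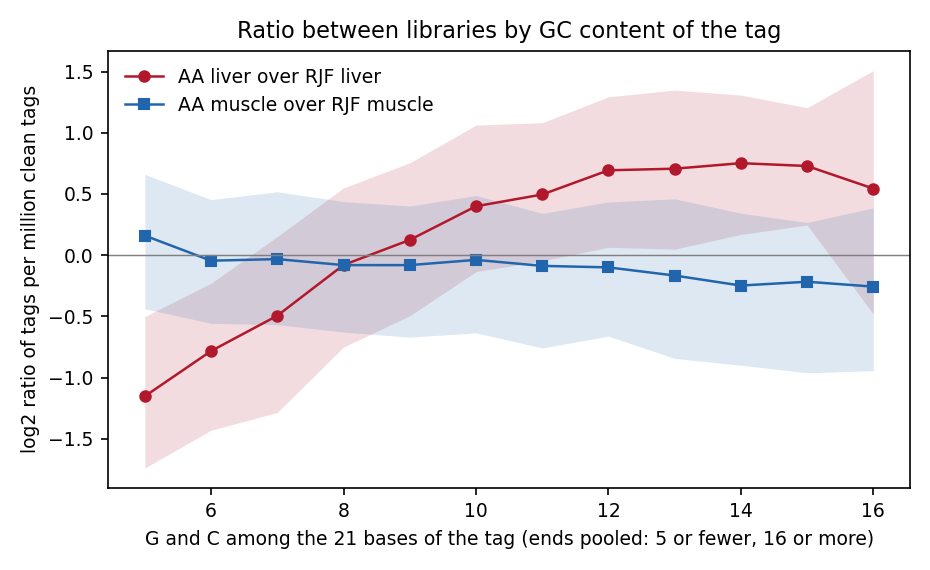
Log2 ratio of TPM between libraries of the same tissue (vertical axis) by the number of G and C among the 21 bases of the tag (horizontal axis, with 5 or fewer and 16 or more pooled), over transcripts with at least 20 tags in the compared libraries together. Points are medians and bands run from the lower to the upper quartile of transcripts. The median of AA liver over RJF liver goes from -1.15 in the class poorest in GC to 0.75 at 14 G and C bases, and that of AA muscle over RJF muscle stays between -0.26 and 0.16.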

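The expression values behind the grouping were computed in each library on its own, over the transcripts listed with sense tags there, ranked by TPM and split into 10 groups of equal size. The log10 of the mean TPM of the lowest group was -0.62 in AA liver, -0.64 in AA muscle, -0.62 in RJF liver and -0.63 in RJF muscle. In the fifth group it was 0.40, 0.36, 0.42 and 0.37 in the same order, and in the highest group 2.68, 2.75, 2.67 and 2.68. The distance from the lowest to the highest group was therefore 3.30 log10 units in AA liver, 3.39 in AA muscle, 3.29 in RJF liver and 3.31 in RJF muscle. Poisson resampling of the counts gave each group mean a counting SD of at most 0.0121 log10 units, and no biological spread can be had from 1 library. Putting the transcripts at 0 into a group of their own and splitting the rest into 9 intervals of equal width moved this distance most, to 6.45, 6.47, 6.39 and 6.47.

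The lowest group held only transcripts with 2 or 3 tags, so its members are close to the smallest count that is listed. Equal counts also occur higher up, and 9 of the 9 borders between groups in AA liver and 8 of 9 in each of the other libraries fell between transcripts with equal counts. Membership of the lowest group varied between libraries. Of the 702 transcripts in the lowest group of AA liver, 99 were in the lowest group of RJF liver and 291 were listed in RJF liver at all.

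The highest group held most of the sense tags. Its 701 transcripts in AA liver took 88.9% of the sense tags (95% Wilson interval 88.86 to 88.93%), its 658 transcripts in AA muscle 90.8%, its 675 transcripts in RJF liver 88.6% and its 691 transcripts in RJF muscle 89.5%. The 3 most abundant transcripts alone took 26.5%, 29.0%, 22.7% and 31.4%. Leaving these 3 transcripts out moved the share of the highest group most, to 84.9% in AA liver, 87.1% in AA muscle, 85.2% in RJF liver and 84.7% in RJF muscle. The tags were amplified by PCR without molecular identifiers, so intervals and SDs cover counting error only. Of the highest group of AA liver, 498 transcripts (71.0%) were also in that of RJF liver, and the muscles shared 548 (83.3% of that of AA muscle). Between a liver and a muscle, 352 to 381 transcripts were shared.

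**Figure D2:**
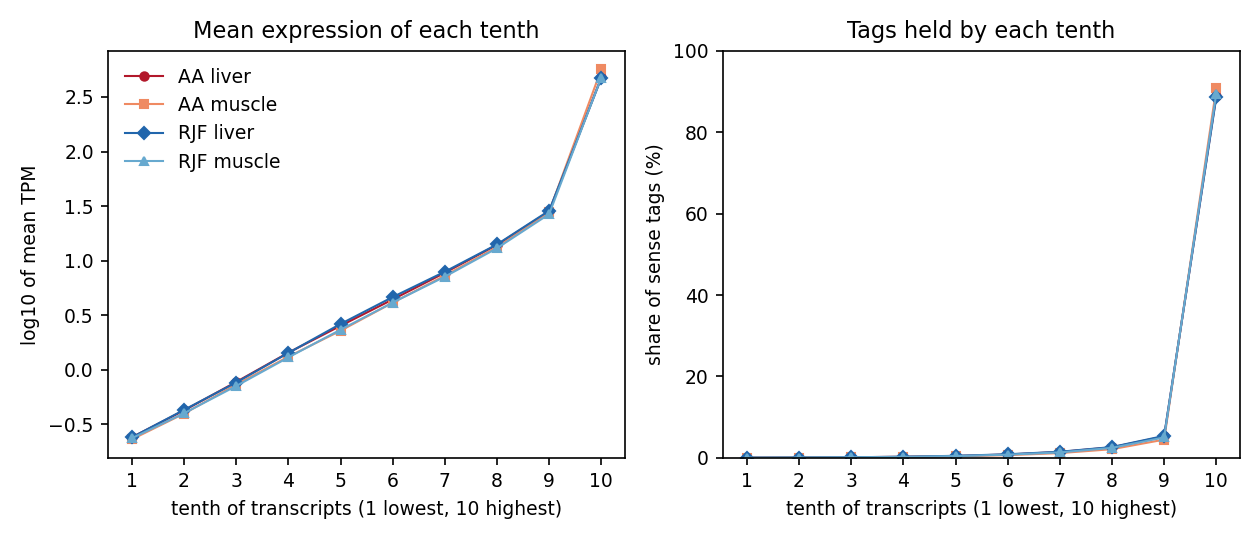
Left, log10 of the mean TPM of each group of transcripts from the lowest to the highest; right, share of the sense tags of the library held by each group, in percent. Each line is 1 library, and the lines nearly overlap. The steps between neighbouring groups are about even up to the ninth, and the highest group holds between 88.6% and 90.8% of the tags.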

In the present study we divided genes into ten groups based on expression levels, from the lowest 10% and to the highest 10%. Here we defined the genomic regions 2 kb upstream and downstream of the TSS as the proximal promoter, and used the p value of the methylation peaks for the measurement of methylation level. We observed that gene expression level is negatively correlated with DNA methylation in the proximal promoter regions in the AA liver (Fig. 3), AA muscle, RJF liver (AA liver, r = −0.90, p<0.01; AA muscle, r = −0.73, p<0.05; RJF liver, r = −0.72, p<0.05), while there was a little undulation in RJF muscle (r = −0.43, p = 0.2).

**Figure 3:**
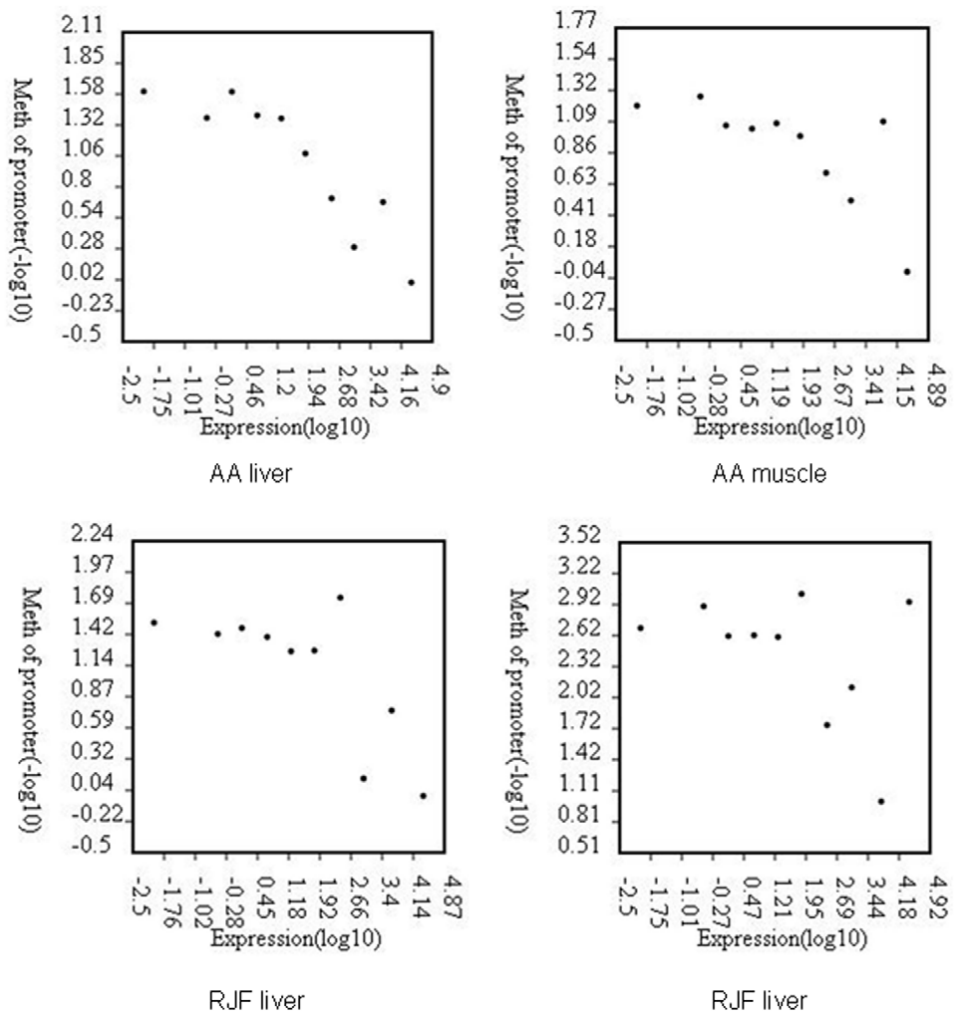
Relationship between promoter DNA methylation and gene expression level in chicken. Genes were divided into 10 intervals according to expression levels. DNA methylation level was measured by the log ratio of the p value of the methylation peaks, with each point representing the mean expression level and the relative methylation level.

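The legend of Fig. 3 describes intervals of expression level, whereas the paper's text describes groups of equal size. Expression was therefore also grouped from the tag counts in intervals of equal width on the log10 scale. The paper does not state that its division was formed in this way. Transcripts listed at 0 in a library but present in another formed the first group and were given a TPM of 0.01, the value the authors' pairwise tables use for a count of 0, and the range of the remaining values was split into 9 intervals. Some groups lay further than the reading precision of 0.1 from Fig. 3, read by eye. These were 4 of 10 groups in AA liver, 4 in AA muscle, 7 in RJF liver and 6 in RJF muscle. In AA liver the groups held, from the lowest to the highest, 1687, 1859, 1706, 1632, 1194, 439, 138, 29, 15 and 4 transcripts. Their log10 mean TPM was -2, -0.38, 0.27, 0.85, 1.398, 1.97, 2.59, 3.12, 3.76 and 4.45. The first group, with transcripts at 0, had 2121 members in AA muscle, 1946 in RJF liver and 1784 in RJF muscle. The last interval had 6 transcripts with a log10 mean TPM of 4.47 in AA muscle, 4 with 4.39 in RJF liver and 5 with 4.47 in RJF muscle.

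Points of such a division rest on very different numbers of transcripts. The 5 groups of lowest expression held 92.8% of the transcripts in AA liver, 93.7% in AA muscle, 92.5% in RJF liver and 93.5% in RJF muscle. The 3 groups of highest expression held 48, 43, 55 and 40 transcripts in the same order, between 0.460% and 0.632% of the transcripts. A mean over 4 transcripts can be moved by 1 of them, and there is no replicate library to measure by how much. Levels in AA liver also carry the dependence on the GC content of the tag given above.

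The methylation values were not analysed here. From the mean expression of each group and the methylation of the proximal promoters of its genes, the paper observes a negative correlation in AA liver, AA muscle and RJF liver and a less regular course in RJF muscle (Fig. 3).

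**Figure D3:**
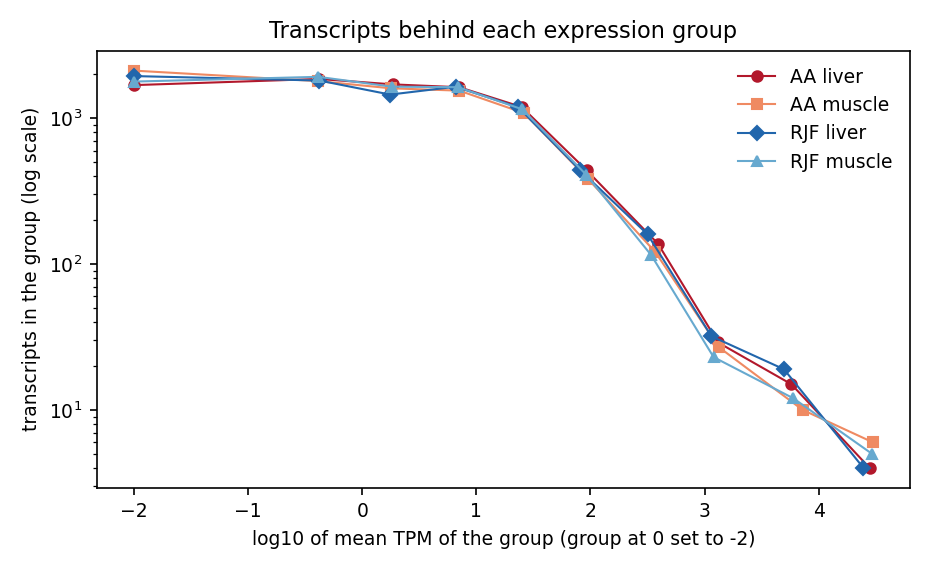
Number of transcripts in each expression group (vertical axis, log scale) against the log10 of the mean TPM of the group (horizontal axis), for the group at 0, drawn at -2, and the 9 intervals of equal width. Each line is 1 library. The group sizes fall from at least 1453 transcripts in each of the 4 lowest groups to between 4 and 6 in the highest.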

### Distribution of highly methylated regions and methylated genes enrichment in chicken genome

MeDIP-seq is more suitable for analysis for DNA methylation status of the regions that are heavily methylated in the genome. There were, in total, 25974 HMRs in AA-liver, 23965 HMRs in AA-muscle, 20654 HMRs in RJF-liver and 47349 HMRs in RJF-muscle. Using the 5′ and 3′ sequence information annotated for the chicken genome in UCSC and defining intergenic regions as sequences between the annotated 3′ and 5′ ends of the genes, we observed that 1.2% to 1.5% of the HMRs were at the 5′ end of genes, 0.7% to 1.2% of the HMRs were at the 3′ end, 3.7% to 5.7% of the HMRs were in the exons and 9.5% to 11.4% of the HMRs were in the introns in the four samples, most of the HMRs fell into the intergenic regions (Table 3).

**Table 3:** Distribution of HMRs in the chicken genome.

	Total peak number	5′ end of gene	3′ end of gene	exon	intron	intergenic
AA liver	25974	323	297	1489	2775	22534
AA muscle	23965	291	178	896	2280	21194
RJF liver	20654	325	248	1022	2191	18288
RJF muscle	47349	712	553	2387	5390	41482

As a tool for gene expression regulation, DNA methylation is an important epigenetic marker that shows stability and flexibility between different generations. To investigate the function distribution of the methylated genes, we performed the gene ontology analysis (*p*<0.01) for the methylated genes in each of AA liver, AA muscle, RJF liver and RJF muscle. Methylated genes were defined as genes overlapped with HMRs in promoter regions and gene body. In AA liver, the methylated genes were enriched in the functions of zinc ion and metal ion binding, protein phosphorylation, *etc* (Table S2). In AA muscle the methylated genes were enriched in gamma-aminobutyric acid secretion, neuronal action potential propagation, synaptic transmission, *etc* (Table S2). In RJF liver, methylated genes enriched in actomyosin structure organization, phospholipase inhibitor activity, and tropomyosin binding, *etc* (Table S2), while in RJF muscle methylated genes showed enrichment in protein phosphorylation, calcium ion binding and so on (Table S2).

## Discussion

Here we report the use of meDIP-seq to determine the genome-wide DNA methylation patterns in liver and muscle tissues of the red jungle fowl and the avian broiler. Our results indicated that the chicken shows analogous DNA methylation patterns to those of mammals and plants [3], [8], [23]. In the chicken, the repetitive sequences are hypermethylated while most of the CpG islands remain hypomethylated, gene body regions show a much higher level of DNA methylation than the 5′ and 3′ flanking regions.

Genomic imprinting is a germline specific epigenetic modification which caused allelic specific expression pattern of parental genes [24]. Imprinted genes are found in eutherian mammals, marsupials and flowering plants but there is no report of this phenomenon in birds [25]. The genes *Mpr/Igf2r*, *Igf2*, *Ascl2/Mash2* and *Ins2* have been shown to be imprinted in mammals but were all found to be expressed biallelically in birds [24], [26], [27], [28]. In the present study we tried to find any indication of imprinting in chicken, we analyzed the putative differentially methylated regions (DMRs) because the majority of imprinted genes identified so far have differentially methylated alleles [25], [29], and as expected, we did not identify any experimentally demonstrable DMRs in the chicken genome (data not shown). Our results further indicated the absence of genomic imprinting in birds and the uniqueness of gene imprinting in viviparous animals and plants.

In conclusion, we have generated the first, to our knowledge, DNA methylome for a bird species. We found meDIP-seq was able to provide the DNA methylation landscape in chicken, and the methylated genomic regions with meDIP–seq enrichment could be validated by bis-seq. These DNA methylome maps will be useful for further studies on epigenetic gene regulation in chicken and other birds. Xu *et al* reported the overall methylation differences between different tissues and strains of chicken [30], which provided the first attempt to elucidate the DNA methylation variations between chicken breeds with heterogeneous genetic background. But due to the lack of enough biological replicates, it was hard for us to carry out comprehensive analysis on methylation variations between different chicken breeds. The epigenetic system existing in the chicken genome lays a foundation for studying the involvement of epigenetic modifications in chicken domestication,and more systemic analysis of DNA methylation of different chicken breeds are needed to elucidate this problem.

## Materials and Methods

### Animals

Two 7-day-old female chickens were utilized in this experiment, one red jungle fowl and one avian broiler. The chickens were fed with the same diet and sacrificed according to local standards of animal welfare issues. The study was approved by animal welfare committee of China Agricultural University with approval number XK257. Liver and muscle tissues taken from each animal were flash frozen in liquid nitrogen and then stored at −80°C.

### DNA preparation and meDIP-seq

DNA was isolated by phenol-chloroform extraction. DNA was sonicated at 40 w for 8 times with pause for 1 min on ice (Sonics, VC130PB), and DNA fragments ranging from 200–350 bp were retracted by gel excision with gel extraction kit (Qiagen,). The recovered DNA was first 5′ and 3′ end blunting, phosphorylating and repairing by T4 Polynucleotide Kinase and T4 DNA Polymerase (NEB). After addition of an ATP in the 3′ end, an Illumina sequencing primer adapter was ligated to the DNA using the Quick Ligation™ Kit (Qiagen). DNA was recovered by MinElute® PCR Purification Kit (Qiagen) and used for meDIP. Our meDIP method was modified from previous study [3]. For each sample, we incubated 4 µg denatured DNA with 32 µg anti-5-methylcytosine mouse monoclonal antibody (Calbiochem) in 400 µl IP buffer (10 mM Tris-HCl, pH 7.5, 280 mM NaCl, 1 mM EDTA) at 4°C for 5.5 hr. Then we added 100 µl Dynabeads Protein G and Protein A (Dynal) to the mix and incubated at 4°C for 5.5 hr. The following step was the same as in the method described by Xiaoyu Zhang [3]. After meDIP, the DNA was divided into three fractions: the unbound, washed and bound fractions. DNA in the bound fraction from qualifying meDIP experiment was PCR amplified with sequencing primers provided by Illimina using Phusion™ High-Fidelity PCR Master Mix (Finnzymes) under the following conditions: 3 min at 98°C; followed by 18 cycles of 98°C for 15 s, 65°C for 30 s, 72°C for 20 s; and a final extension for 5 min. PCR products were recovered and used for Solexa sequencing.

### Public data used and Gene Ontology annotation

The chicken reference genome (galGal3), together with annotation of repeats, was downloaded from the UCSC database (http://hgdownload.cse.ucsc.edu/goldenPath/galGal3). Gene information was downloaded from the public FTP site of Ensembl (ftp://ftp.ensembl.org/pub) in October 2008. The information about GO terms was downloaded from the UniProtKB-GOA database. We select random samples of *Nf* different genes at each iteration and compute Fisher's exact test p-values for over-representation of the selected genes in all GO biological categories. GO terms with p<0.05 were considerd as significant enriched.

### MeDIP-Seq sequence alignments and data analysis

35 bp sequencing reads and resulting FASTQ files were aligned to the chicken reference genome (galGal3) by the open-source aligner the Mapping and Assembly with Qualities (MAQ). 2 bp mismatches were allowed and retained uniquely mapped reads for further analysis. The output of the MAQ was also converted to browser extensible data (BED) files for viewing the data in the UCSC genome browser. Model-based Analysis of ChIP-Seq (MACS) to was used to scan the methylated peaks in the genome. Subsequently, the genes with DNA methylation peaks were employed for GO analysis.

### Bisulfite-sequencing

DNA was sonicated to 500–1000 bp long and recovered by MinElute® PCR Purification Kit (Qiagen). 2 µg sonicated DNA bisulfite treated with EZ DNA methylation-goldTM kit (Zymo Research). To examine the methylation status of specific regions, we carried out semi-nested PCR under the following conditions. The first round of amplification comprised: 5 min at 94°C; 20 cycles of 94°C for 30 s, 50°C for 30 s and 72°C for 30 s, with a final extension at 72°C for 5 min. The second round of amplification comprised: 5 min at 94°C; 35cycles of 94°C for 30 s, appreciate Tm for 30 s and 72°C for 30 s, with a final extension at 72°C for 5 min. The PCR products were gel-purified using a Gel Extraction Kit (Qiagen), cloned into the pMD™ 19-T Vector (Takara) and sequenced.

### RNA-Seq

A piece of tissue was ground in liquid nitrogen, total RNA was extracted with TRIZOL® Reagent (Invitrogen). 30 µg total RNA was digested with RNase-Free DNase I (NEB) for 15 min at 37°C, phenol-chloroform extraction and ethanol precipitation to remove DNA contamination. The concentration and quality of RNA were assessed by Agilent 2100. 2 ug total RNA was used in library construction. The mRNAs were isolated and reverse transcribed into double-stranded cDNA on magnetic beads covered with oligo d(T), the cDNA was digested with Nla *III* and ligated to Illumina adapter containing a recognition site of Mme *I*. Following Mme *I* digestion, a second Illumina adapter was ligated. Tags closed to the 3′ terminus of the mRNA were enriched by a 15 cycles PCR. The PCR products at 85 bp DNA band was excised and purified for cluster generation and sequencing analysis. The sequences obtained were mapped onto the refSeq database. Sequences uniquely mapped to refseq genes were used for subsequent analysis. 

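Of the clean tags, the sense tags listed on transcripts made up 37.6% in AA liver (3384221 tags), 41.1% in AA muscle (3729407), 35.8% in RJF liver (3229906) and 36.8% in RJF muscle (3343828). The remaining clean tags are not in the tables used here, apart from the antisense tags, of which there were 59314, 65584, 67111 and 68370 in the same order. A transcript could be represented by more than 1 tag sequence, all at the same site of the transcript. This was the case for 2024 transcripts (28.8%) in AA liver, 1407 (21.4%) in AA muscle, 2011 (29.8%) in RJF liver and 1674 (24.2%) in RJF muscle, and their tag sequences were summed in the count of the transcript.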

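In each table the TPM was the count of the transcript divided by the same constant. The largest difference between the deposited TPM and the count normalized to 1 M clean tags was 0.00802, in AA muscle, where a count of 2 tags is 0.221 TPM. Depth hardly differed between libraries. A floor of 3 tags corresponded to 0.334 TPM in AA liver, 0.331 in AA muscle, 0.333 in RJF liver and 0.330 in RJF muscle.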

All libraries were normalized to 1 M sequences according to clean sequences.

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession no. GSE21167, GSE21169 and GSE21170.

## Supporting Information

Figure S1 **Bis-seq results of 4 methylation peak regions.**
(TIF) Click here for additional data file.

Figure S2 **Bis-seq results of 2 regions without methylation peak.**
(TIF) Click here for additional data file.

Figure S3 **The component percentage of mapped meDIP-seq reads.** All of thuniquely mapped reads were classified into four types: the reads that were uniquely mapped into CpG islands (blue), genes bodies from transcript starting site to transcript ending site (red), repeats which were annotated by Repeat Masker and published on UCSC (green) , genome except for CpG Islands, gene body and repeats.
(TIF) Click here for additional data file.

Table S1 **The component percentage of the uniquely mapped reads in different repeat types.**
(DOC) Click here for additional data file.

Table S2 **Gene ontology analysis results for proximal promoter methylated genes**
(DOC) Click here for additional data file.

## References

[1] Goll MG, Bestor TH (2005). Eukaryotic cytosine methyltransferases.. Annu Rev Biochem.

[2] Bird A (2002). DNA methylation patterns and epigenetic memory.. Genes Dev.

[3] Zhang X, Yazaki J, Sundaresan A, Cokus S, Chan SW (2006). Genome-wide high-resolution mapping and functional analysis of DNA methylation in arabidopsis.. Cell.

[4] Weber M, Davies JJ, Wittig D, Oakeley EJ, Haase M (2005). Chromosome-wide and promoter-specific analyses identify sites of differential DNA methylation in normal and transformed human cells.. Nat Genet.

[5] Zilberman D, Gehring M, Tran RK, Ballinger T, Henikoff S (2007). Genome-wide analysis of Arabidopsis thaliana DNA methylation uncovers an interdependence between methylation and transcription.. Nat Genet.

[6] Gehring M, Bubb KL, Henikoff S (2009). Extensive demethylation of repetitive elements during seed development underlies gene imprinting.. Science.

[7] Hsieh TF, Ibarra CA, Silva P, Zemach A, Eshed-Williams L (2009). Genome-wide demethylation of Arabidopsis endosperm.. Science.

[8] Eckhardt F, Lewin J, Cortese R, Rakyan VK, Attwood J (2006). DNA methylation profiling of human chromosomes 6, 20 and 22.. Nat Genet.

[9] Lister R, O'Malley RC, Tonti-Filippini J, Gregory BD, Berry CC (2008). Highly integrated single-base resolution maps of the epigenome in Arabidopsis.. Cell.

[10] Frommer M, McDonald LE, Millar DS, Collis CM, Watt F (1992). A genomic sequencing protocol that yields a positive display of 5-methylcytosine residues in individual DNA strands.. Proc Natl Acad Sci U S A.

[11] Li N, Ye M, Li Y, Yan Z, Butcher LM (2010). Whole genome DNA methylation analysis based on high throughput sequencing technology.. Methods.

[12] Ruike Y, Imanaka Y, Sato F, Shimizu K, Tsujimoto G (2010). Genome-wide analysis of aberrant methylation in human breast cancer cells using methyl-DNA immunoprecipitation combined with high-throughput sequencing.. BMC Genomics.

[13] Burt D, Pourquie O (2003). Genetics. Chicken genome–science nuggets to come soon.. Science.

[14] Fumihito A, Miyake T, Sumi S, Takada M, Ohno S (1994). One subspecies of the red junglefowl (Gallus gallus gallus) suffices as the matriarchic ancestor of all domestic breeds.. Proc Natl Acad Sci U S A.

[15] Rubin CJ, Lindberg J, Fitzsimmons C, Savolainen P, Jensen P (2007). Differential gene expression in femoral bone from red junglefowl and domestic chicken, differing for bone phenotypic traits.. BMC Genomics.

[16] Rubin CJ, Zody MC, Eriksson J, Meadows JR, Sherwood E (2010). Whole-genome resequencing reveals loci under selection during chicken domestication.. Nature.

[17] Li H, Ruan J, Durbin R (2008). Mapping short DNA sequencing reads and calling variants using mapping quality scores.. Genome Res.

[18] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS (2008). Model-based analysis of ChIP-Seq (MACS).. Genome Biol.

[19] Lorincz MC, Dickerson DR, Schmitt M, Groudine M (2004). Intragenic DNA methylation alters chromatin structure and elongation efficiency in mammalian cells.. Nat Struct Mol Biol.

[20] Rountree MR, Selker EU (1997). DNA methylation inhibits elongation but not initiation of transcription in Neurospora crassa.. Genes Dev.

[21] Gardiner-Garden M, Frommer M (1987). CpG islands in vertebrate genomes.. J Mol Biol.

[22] consortium Icgs (2004). Sequence and comparative analysis of the chicken genome provide unique perspectives on vertebrate evolution.. Nature.

[23] Cokus SJ, Feng S, Zhang X, Chen Z, Merriman B (2008). Shotgun bisulphite sequencing of the Arabidopsis genome reveals DNA methylation patterning.. Nature.

[24] Yokomine T, Shirohzu H, Purbowasito W, Toyoda A, Iwama H (2005). Structural and functional analysis of a 0.5-Mb chicken region orthologous to the imprinted mammalian Ascl2/Mash2-Igf2-H19 region.. Genome Res.

[25] Reik W, Walter J (2001). Genomic imprinting: parental influence on the genome.. Nat Rev Genet.

[26] Killian JK, Byrd JC, Jirtle JV, Munday BL, Stoskopf MK (2000). M6P/IGF2R imprinting evolution in mammals.. Mol Cell.

[27] Nolan CM, Killian JK, Petitte JN, Jirtle RL (2001). Imprint status of M6P/IGF2R and IGF2 in chickens.. Dev Genes Evol.

[28] O'Neill MJ, Ingram RS, Vrana PB, Tilghman SM (2000). Allelic expression of IGF2 in marsupials and birds.. Dev Genes Evol.

[29] Anway MD, Cupp AS, Uzumcu M, Skinner MK (2005). Epigenetic transgenerational actions of endocrine disruptors and male fertility.. Science.

[30] Xu Q, Zhang Y, Sun D, Wang Y, Yu Y (2007). Analysis on DNA methylation of various tissues in chicken.. Anim Biotechnol.

# Supplementary material for: Genome-Wide Mapping of DNA Methylation in Chicken
**Source:** PLoS One. 2011 May 5;6(5):e19428. doi: 10.1371/journal.pone.0019428
**Supplement:** Table S1 — The component percentage of the uniquely mapped reads in different repeat types.

Table S1 The component percentage of the uniquely mapped reads in different repeat types.

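The table gives, for each of the immunoprecipitated DNA samples, how the sequencing reads that fall in repeats are shared among the repeat families. Each value is a percentage of the uniquely mapped reads that lie in repeats, so the families of a sample add up to all such reads. Reads that map to several copies of a repeat are not counted. Families whose copies are nearly identical, such as satellites, can lose more of their reads by this rule than families whose old copies have diverged. LINE/CR1 is the chicken repeat 1 retrotransposon, LTR/ERV are remnants of endogenous retroviruses, simple repeats are short motifs repeated in tandem, and low complexity regions are stretches of biased base composition. The immunoprecipitation reads behind these percentages were not analysed here.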

| sample  repeat type | AA liver (%) | AA muscle (%) | RJF liver (%) | RJF muscle (%) |
| --- | --- | --- | --- | --- |
| DNA/charlie | 1.15 | 1.01 | 0.99 | 1.01 |
| DNA/mariner | 5.08 | 7.03 | 7.37 | 5.50 |
| LINE/CR1 | 58.76 | 64.26 | 61.46 | 64.64 |
| LINE/L2 | 0 | 0 | 0 | 0 |
| Low complexity | 0.99 | 0.69 | 0.7 | 0.76 |
| LTR/ERV1 | 1.12 | 0.92 | 1.03 | 0.95 |
| LTR/ERVK | 0.97 | 0.56 | 0.56 | 0.68 |
| LTR/ERVL | 10 | 10.53 | 10.19 | 10.08 |
| Satellite | 3.22 | 1.97 | 2.33 | 2.45 |
| Satellite/macro | 0.67 | 0.52 | 0.49 | 0.67 |
| Satellite/w chromosome | 13.38 | 7.43 | 11.15 | 8.33 |
| Simple repeat | 4.66 | 5.08 | 3.74 | 4.94 |
| SINE/MIR | 0 | 0 | 0 | 0 |
| Unknown | 0 | 0 | 0 | 0 |

# Supplementary material for: Genome-Wide Mapping of DNA Methylation in Chicken
**Source:** PLoS One. 2011 May 5;6(5):e19428. doi: 10.1371/journal.pone.0019428
**Supplement:** Table S2 — Gene ontology analysis results for proximal promoter methylated genes

Table S2. Gene ontology analysis results for proximal promoter methylated genes

How the deposited data were processed for this re-analysis (not part of the article)

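The liver and muscle of 1 avian broiler (AA) and 1 red jungle fowl (RJF), both 7 days old, gave 4 tag libraries, 1 per breed and tissue. The immunoprecipitation data on DNA methylation were not analysed here. For each library the authors deposited 2 tables, of sense and of antisense tags. The values used from them are raw counts of tags per transcript, the copies of each tag sequence, and the TPM that the authors computed by dividing the counts by the clean tags of the library. According to the methods, only uniquely mapped sequences were kept. The RNA-seq methods name refSeq as the reference, whereas the deposited tables carry Ensembl transcript identifiers, and the paper states elsewhere that gene information came from Ensembl. The paper's text does not name the aligner or the mismatches allowed for the RNA-seq sequences. The authors also deposited 4 pairwise tables between libraries, with a log2 ratio, a p-value and an FDR for each transcript. Their counts were equal to those of the library tables in 100% of the values compared. The test behind the p-values is not named in the paper's text. Only the counts of transcripts past the FDR and the log2 ratio of these tables were used, and 8 columns of per-sample TPM in them were not used.

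Gene names were sought in a table of 25635 RefSeq genes of the assembly GRCg7b. Of the 8703 transcript identifiers, 0 matched, so no gene is named, and the planned checks of liver, muscle and blood marker genes, of the imprinted genes named in the paper and of genes of the methylation machinery were void. The transcripts named by identifier follow a rule set beforehand: the 3 most abundant of each library, and the 2 in each direction with the largest ratio between the breeds among transcripts past the threshold in both tissues. The rule also covered the 3 transcripts with the most antisense tags of each library, which are given here without their identifiers.

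Analyses ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Clean totals were computed from the count and TPM of the most abundant transcript. Expression groups were 10 groups of equal size over the transcripts listed in that library, each summarised by the log10 of its mean TPM, with counting error from 200 Poisson resamplings. Shares of tags have 95% Wilson intervals, and a count at or below 3 tags was treated as the floor. The depth was between 8990134 and 9092667 clean tags, so a transcript at the floor has about 0.33 TPM.

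Liver and muscle were compared with edgeR's quasi-likelihood test on the counts of all 4 libraries, with TMM normalization, the filter filterByExpr, which kept 5119 transcripts, Benjamini-Hochberg adjustment and a threshold of 0.05. Here 2 livers stand against 2 muscles. The same bird gave a liver and a muscle, as the paper's methods state, so the libraries are paired by bird. The deviations of the liver and the muscle of a bird from their tissue means correlated across transcripts with Pearson's r 0.534 and Spearman's rho 0.324, and the fit with the bird as a block was an alternative. On simulated counts with the real means and library sizes and a biological coefficient of variation of 0.4, this test recovered 184 of 200 transcripts changed by 3 log2 units, with 15 other calls among 5119 transcripts. The common value fitted to the data was 0.559, and at that spread, a simulation added after the data were examined, it recovered 84 of 200, with 2 other calls. A transcript that is not called can therefore still differ.

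The libraries of the breeds were compared within each tissue by Fisher's exact test on the tags of each transcript against the other clean tags, two-sided, with Benjamini-Hochberg adjustment, an adjusted p of at most 0.001 and at least a 2-fold difference. With 1 library on each side, this test compares the libraries and not the breeds. Log2 ratios were taken after adding 0.5 tags. On simulated counts it recovered 191 of 200 transcripts changed by 2 log2 units, with 0 other calls among 7611 transcripts. Breed differences in the tissues were compared by Spearman's rho across transcripts with at least 20 tags summed over the libraries, against 100 simulations with no difference between the birds.

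The GC content of a transcript's tag was the number of G and C among its 21 bases. To correct for it, the median log2 ratio of each GC class was taken out of the totals in Fisher's test, and the median deviation of each library within each class was given to edgeR as an offset. On simulated counts with Poisson error only and a linear GC trend in a library, the corrected Fisher's test recovered 197 of 200 changed transcripts with 0 other calls among 7616 transcripts, against 478 other calls without the correction. These counts hold no spread between libraries beyond counting, so the 0 other calls are not an error rate for the data. The main tag of a transcript in a library was its most copied tag sequence, compared between libraries where both had at least 20 tags on the transcript.

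The tests, the sample groups and the alternatives of normalization, filter, threshold, group definition and pseudocount were fixed before the data were examined. The corrections for GC content, and intervals summarised by the mean of the log10 values, were chosen after seeing the data. No count of other splits of the samples was made, since no group has as many as 3 libraries. Because both tissues of a breed come from 1 bird, breed, bird and any shared handling of a bird's libraries are the same split.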

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

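The tests of a mislabelled sample, of tags that run into a poly(A) stretch and of GC content among the transcripts listed in muscle were chosen after the result was seen. The other tests of GC content were set after the liver ratio had been seen to follow GC content but before their own values were computed, and the limits used to read the correlations were set after their values had been seen.

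The number of transcripts listed with sense tags differed between the birds in opposite directions in the tissues. AA liver listed 259 transcripts more than RJF liver, and AA muscle minus RJF muscle was -337. With 1 library each, this difference between the tissues was not tested. The share of tags taken by a few abundant transcripts does not account for the opposite order, since AA liver still listed 236 transcripts more than RJF liver, and AA muscle fewer than RJF muscle (6518 against 6919), with the 20 most abundant transcripts set aside and the other tags brought to a single depth. In liver, GC content is a candidate explanation. AA liver minus RJF liver was -57 among transcripts with at most 8 G and C bases in the tag, 103 with 9 or 10 and 213 with at least 11. The surplus of AA liver was thus confined to tags with at least 9 G and C bases. In muscle, AA listed fewer transcripts in all 3 classes, with differences of -71, -99 and -167, which GC content does not give. A difference between the breeds remains open in muscle and was not tested, since each breed is 1 bird.

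The paper's text does not compare expression between the breeds. Fisher's exact test called 1543 of 7717 transcripts different between the AA and RJF liver libraries (822 higher in AA, 721 higher in RJF) and 852 of 7535 between the muscle libraries (346 higher in AA, 506 higher in RJF). The authors' deposited tables give 1561 and 871 at the same thresholds. The liver calls depend in part on the GC content of the tag. With the median ratio of each GC class taken out, 1144 transcripts were called in liver. Of the 1543 calls, 899 were called both ways in the same direction, 644 (41.7%) were lost, and 245 others were gained. In muscle 841 were called after the same correction, 773 of them also without it. The 899 calls kept argue against GC content as the cause of the liver calls as a whole, but a single liver call without the correction may be an effect of GC content. The correction also centres the ratios, and centring alone gave 1479 calls in liver. In muscle the correction tests little, since the ratio there hardly followed GC content (rho -0.0702). Breed, bird and library preparation cannot be told apart here, because there is 1 library on each side.

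The differences between the birds were partly shared by the tissues, although no library enters both comparisons. Spearman's rho between the log2 ratios of AA over RJF in liver and in muscle was 0.309 across 5896 transcripts. Simulated counts with no difference between the birds gave at most 0.0293 in 100 simulations, which argues against counting noise. With the GC content of the tag taken out of both ratios rho was 0.369, and without transcripts whose main tag differs between the birds or that were at 0 in both tissues of a bird it was 0.264, so neither accounts for the whole of the relation. Pearson's r fell more without those transcripts, from 0.507 to 0.298, so they carry a part of the large differences. Of 152 transcripts at least 8-fold apart in both tissues, 106 were at 0 in both tissues of a bird and so share a direction by construction. Of the other 46, 42 differed in the same direction, against 58.5% of all 5896 transcripts, and without the 152 rho was 0.257. In the tests, with transcripts at 0 in a bird included, 160 transcripts were higher in AA in both tissues, 161 were higher in RJF in both, and 49 went in opposite directions, against 176.5 past the threshold in both tissues if the tissues were independent. After the GC correction the counts by direction were 144, 171 and 31 in the same order. The 176.5 was computed over all transcripts tested in both tissues, those with too few tags to be called among them. Abundant transcripts are called more easily in both tissues, so this number is likely too low. The excess over it therefore does not measure the sharing. The dependence on GC content is no such shared effect, since it is seen in AA liver and not in AA muscle. For the correlation across transcripts, another handling batch shared by the libraries of a bird cannot be told apart from the bird, since each bird gave 1 liver and 1 muscle library. A breed difference remains open as an untested explanation.

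The paper's text does not compare expression between liver and muscle. The authors' deposited tables do so within each bird, 1 library against 1, with 2306 calls for AA and 2122 for RJF. Over the livers and muscles of both birds, edgeR's quasi-likelihood test called 736 of 5119 transcripts (438 higher in liver, 298 higher in muscle), and 1471 had an unadjusted p under 0.05. With the bird as the replicate block 1380 were called, all 736 among them. GC content does not account for most of the calls. With the GC content alone taken out 804 transcripts were called, 700 of the 736 among them. With the block and the GC content taken out together 1530 transcripts were called, again with all 736. A difference between the tissues is thus a hypothesis that the explanations tested here leave standing, for 2 birds of different breeds.

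The paper does not describe the tag sequences by bird. Among 2812 transcripts with at least 20 tags in all 4 libraries, 75 had one main tag in both AA libraries and another in both RJF libraries, always 1 base apart, and 61 of these changes were transitions. Only 3 transcripts had a main tag that followed the tissue and 2 one that crossed tissue and bird. Sequencing errors do not give this pattern, since at 42 of the 75 transcripts each bird's tag stayed under 1% of the other bird's tags in every library. A single mislabelled library does not give it either, since the main tag differed between libraries of the same bird at 1.14% and 1.34% of transcripts and between libraries of different birds at 3.56% to 3.97%. An exchange of the names of the birds in both tissues would leave these values as they are and is not excluded. Base differences between the birds are the hypothesis left, and whether they are breed differences was not tested.

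A further 60 transcripts had at least 20 tags in both tissues of a bird and were listed at 0 in both tissues of the other, 23 of them at 0 in AA and 37 at 0 in RJF. Loss of the CATG site by a base difference would account for part of them. At the rate of clear base differences in the other 17 bases of the tag, 12.5 such transcripts are expected among 3559, and the observed number was 4.80 times that. At the rate of all 75 differences 22.3 are expected, and the ratio was 2.69. The rest may come from base differences that keep a tag from being mapped, from insertions or deletions, or from a difference in expression, none of which was tested. The same limit holds for the transcripts with the largest ratios between the birds in both tissues, whose ratios are of listed tags. ENSGALT00000008816 had 11727 tags in AA liver and 11560 in AA muscle and 0 in both RJF libraries, at least 3919.6-fold and 3866-fold more listed tags in AA. ENSGALT00000004842 had 417 and 597 tags in the AA libraries and 0 in both RJF libraries, at least 139-fold and 199.6-fold more. ENSGALT00000028065 had 4303 and 5451 tags in RJF liver and muscle against 0 and 2 in AA, at least 1430.5-fold and 1811-fold more in RJF, and ENSGALT00000010488 had 599 and 617 against 0 and 0, at least 199.1-fold and 205-fold more. These 4 transcripts were called in both tissues after the GC correction as well.

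Antisense tags were deposited and are not reported in the paper. They made up 1.72% of sense and antisense tags in AA liver (95% Wilson interval 1.71 to 1.74%), 1.73% in AA muscle (1.72 to 1.74%), 2.04% in RJF liver (2.02 to 2.05%) and 2.00% in RJF muscle (1.99 to 2.02%). Tags that run into a poly(A) stretch are a small part of them in liver and a larger one in muscle. In muscle the part may come largely from 1 transcript, first by antisense tags in both muscles. It had 15151 antisense tags in AA muscle and 10634 in RJF muscle, and its main antisense tag ran into such a stretch. Tags ending in 10 A were 0.233% of the antisense tags in AA liver, 20.4% in AA muscle, 0.551% in RJF liver and 13.7% in RJF muscle, so most antisense tags have another origin. A fixed share of sense tags turned over in library preparation would make antisense counts follow sense counts. Across transcripts with antisense tags, rho with their own sense tags was between 0.322 and 0.361, whereas rho of the antisense tags between the livers was 0.687 and between the muscles 0.774. Between 34.8% and 46.4% of the antisense tags lay on transcripts with more antisense than sense tags. Transcription from the opposite strand, a neighbouring gene on that strand and an error in the annotated strand remain open and were not tested, since no genome was used here.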

How the results depend on the processing

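No test outside the alternatives enters this part, and the GC corrections and the intervals summarised by the mean of the log10 values were chosen after the results were seen. The cause of the changes below was not tested except where the construction of an alternative shows it.

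The number of transcripts listed stayed within 1.5 times under all 4 alternatives. The files list no tag below 2 copies, so requiring 2 tags changed nothing. The distance in log10 TPM from the lowest to the highest expression group depends on how the groups are formed. In the order AA liver, AA muscle, RJF liver and RJF muscle, it went to 4.94, 4.91, 4.80 and 4.89 with 10 intervals of equal width, 6.45, 6.47, 6.39 and 6.47 with a group at 0 and 9 intervals, and 6.40, 6.44, 6.38 and 6.43 with the same intervals and the mean of the log10 values. The last 2 settings place the transcripts at 0 at a TPM of 0.01 by construction. It went to 2.95, 3.03, 2.94 and 2.96 over transcripts with at least 5 tags, which removes the lowest, and to 2.75, 2.75, 2.76 and 2.695 as the mean of the log10 values of the main groups. Dividing by sense tags leaves it as it is by construction. With all transcripts and those at 0 kept at 0, the lowest group has no logarithm and no distance can be given. The mean of the highest group moved by more than its counting error in all 28 comparisons with another setting.

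The share of tags in the highest group of equal size went to 87.3%, 89.4%, 87.0% and 88.0% over transcripts with at least 5 tags and to 84.9%, 87.1%, 85.2% and 84.7% without the 3 most abundant. The antisense share went to 1.39%, 1.23%, 1.64% and 1.50% without the 3 transcripts with the most antisense tags, and the median share per transcript with at least 20 tags was 0% in each library. It was within its interval over transcripts with at least 5 tags.

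Correlations between libraries kept their order of same tissue above different tissue under each setting. With at least 5 tags in both libraries rho went to 0.725 for AA liver and AA muscle, 0.698 for AA liver and RJF muscle, 0.700 for AA muscle and RJF liver, 0.901 for the muscles and 0.735 for RJF liver and RJF muscle. Pearson's r on log10(TPM + 0.01) was 0.520, 0.480, 0.466, 0.729 and 0.516 for these pairs and 0.698 for the livers. On log10(TPM + 1) it was 0.704, 0.679, 0.672, 0.928 and 0.709, and 0.895 for the livers.

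For liver against muscle, 736 transcripts were called, and the fit with the bird as the replicate block called 1380. The block left the calls of the 4 most abundant transcripts as they were. The block with the GC content taken out gave 1530, all transcripts with at least 1 tag gave 1134, and at least 10 tags in every library, which leaves 3557 transcripts and removes those absent from a tissue, gave 361, of which 243 were among the 736. Clean totals, the upper quartile, DESeq2, the GC content alone and a 2-fold minimum gave 736 to 1071. Leaving out a library leaves 1 library in a tissue, so only log2 ratios are given for that alternative. The log2 ratios of the named transcripts then ranged from 13.45 to 13.68, from -13.02 to -12.49, from -0.98 to -0.83 and from -0.60 to -0.48, with no change of sign.

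Between the breeds, a minimum of 4-fold gave 639 transcripts in liver and 380 in muscle, and an adjusted p of at most 0.05 gave 1329 in muscle. The other 13 counts stayed within 1.5 times. The split by direction depended on scaling. In muscle 40.6% of the calls were higher in AA with clean totals and 28.4% (264 of 929) with totals of sense tags, which shift every log2 ratio by -0.16. This share in muscle rose to 46.5% (390 of 839) with TMM and to 45.5% (385 of 847) with totals without the 20 most abundant transcripts. RJF thus had more calls in muscle under each of these scalings. In liver it was 53.3% with clean totals and 44.6% (663 of 1487) with TMM, which shifts every ratio by -0.13, so which breed has more calls in liver depends on the scaling. The shared breed difference was 0.507 as Pearson's r and 0.369 with the GC content taken out, and it moved by less than 2 counting SDs (SD 0.00692) with at least 100 tags, to 0.317, and with 2 tags added, to 0.316. TMM shifts every log2 ratio alike and leaves rho as it is by construction.

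Depth limits the lowest groups most, since a transcript there rests on 2 or 3 tags.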

Differences from the paper's values

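No test of a cause enters this part; the intervals summarised by the mean of the log10 values were run after the results were seen.

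Fig. 3 plots the mean expression of the groups on a log10 scale, and the values were compared with the groups of equal size that the paper's text describes. In AA liver the lowest group was at -0.62 against the paper's about -2.0 in Fig. 3, read by eye, the fifth at 0.40 against the paper's about 1.3 (Fig. 3, read by eye), and the highest at 2.68 against the paper's about 4.4 (Fig. 3, read by eye). In AA muscle these groups were at -0.64, 0.36 and 2.75 against the paper's about -2.0, about 1.3 and about 4.4 (Fig. 3, read by eye). RJF liver had -0.62, 0.42 and 2.67 against the paper's about -2.0, about 1.2 and about 4.4 (Fig. 3, read by eye), and RJF muscle -0.63, 0.37 and 2.68 against the paper's about -2.0, about 1.3 and about 4.4 (Fig. 3, read by eye).

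Of the alternatives set before the data were examined, a group of transcripts at 0 set to 0.01 with 9 intervals of equal width came within the reading precision of 0.1 for 9 of the 12 values, of which the 4 lowest are fixed at -2 by construction. Over all 10 groups, 4 in AA liver, 4 in AA muscle, 7 in RJF liver and 6 in RJF muscle lay beyond it, none further than 0.189 from the reading. It gave -2, 1.398 and 4.45 in AA liver. The exceptions were the fifth groups of AA muscle, at 1.42, of RJF liver, at 1.37, and of RJF muscle, at 1.403. With 10 intervals of equal width 3 of 12 values came within it, the highest groups of AA muscle at 4.47, of RJF liver at 4.39 and of RJF muscle at 4.47. Transcripts with at least 5 tags, the mean of the log10 values, values normalized to sense tags and all transcripts with 0 kept at 0 brought none of the compared values of these 3 groups within it. The setting with a group at 0, 9 intervals and the mean of the log10 values came within the precision for 11 of 12 values, with the fifth group of RJF liver at 1.34 as the exception, and left 2, 1, 4 and 4 of the 10 groups beyond it in the same order of libraries. It was chosen after seeing the values, when it was seen to lie closer to Fig. 3, and it is not a method the paper states.

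The paper's text describes groups of equal size, from lowest to highest expression, and the legend of Fig. 3 describes intervals of expression level. Groups of equal size and intervals give different values here. The last panel of Fig. 3 carries the name of RJF liver a second time, and it was read as RJF muscle because the correlation printed in it is the one the text gives for RJF muscle.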

Other observations

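The test of the points of few transcripts in RJF liver was chosen after the result was seen. The test on sense and antisense tags was set before its values were computed but after the liver ratio had been seen to follow GC content.

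AA liver stood apart from the other libraries in the GC content of its tags. Without the 20 most abundant transcripts, G and C made up 47.2% of its tag bases and 43.2% to 44.0% in the other 3 libraries. The log2 ratio of AA liver over RJF liver followed the GC content of the tag with rho 0.479 over the 2030 transcripts with at least 200 tags, so low counts do not account for it. If the tag itself were the source, by amplification or sequencing, the sense tags of a transcript should follow their own GC content and the antisense tags theirs, whereas a property of the transcript should move both alike. The latter holds only if both tags come from the same transcript, which is open for the antisense tags. Over 804 transcripts with at least 10 sense and 10 antisense tags in the livers, the partial rho of the sense ratio was 0.471 with the GC content of the sense tag (95% bootstrap interval 0.415 to 0.529) and 0.0443 with that of the antisense tag (-0.025 to 0.113). The partial rho of the antisense ratio was 0.342 with the GC content of the antisense tag (0.277 to 0.405) and -0.0111 with that of the sense tag (-0.0787 to 0.0566). Each ratio thus followed the GC content of its own tag. A bias of the tag in AA liver, at a step such as PCR that was not measured, remains a hypothesis. A property of the transcript is not excluded, since the antisense tags may come from another transcript. The dependence on GC content bears on comparisons that involve AA liver, including its expression groups and the liver comparison of the breeds.

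The correlation in Fig. 3 gives each of its 10 points the same weight, while the points hold very different numbers of transcripts. From the points of Fig. 3, read by eye, Pearson's r was -0.894 in AA liver, -0.730 in AA muscle, -0.694 in RJF liver and -0.416 in RJF muscle. The number of transcripts behind each point was taken from the group at 0 and the 9 intervals of equal width, which is not stated to be the paper's division. Weighted by these numbers, r was -0.680, -0.686, -0.451 and -0.314 in the same order, negative in all 4 libraries. Without the 3 points of fewer than 35 transcripts it was -0.808, -0.810, 0.169 and -0.446. The test set beforehand was that r of AA liver would rise above -0.5 if points of few transcripts carried it, and it did not. In RJF liver the sign of the unweighted r changed without the 3 points, which hold 55 transcripts (0.632% of the transcripts), while the r weighted by transcripts stayed negative. The unweighted correlation there thus depended on these 3 points. The weighted r gives them little weight, but its weights come from a division not stated to be the paper's. Whether the relation itself rests on a few highly expressed transcripts is therefore open. The change of sign was noticed among 4 libraries after the values were seen, and with 10 points or 7 left it has no replicate check.

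At some transcripts a bird had 2 tags 1 base apart, each with at least 20% of the tags of the pair in a tissue, as a bird carrying both forms of a base would. Among transcripts with at least 50 tags in both tissues there were 53 in AA and 78 in RJF. The shares of the tags differed between the liver and the muscle of the bird at 13 of the 131 transcripts (9.92%, Fisher's exact test, adjusted p of at most 0.05). This is more than counting noise gives if tags are independent. The tags were amplified by PCR without molecular identifiers, and the test does not cover spread from that step. The cause was not tested. In none did a tag present in a tissue disappear from the other, 0 of 131, which allows a share of up to 2.29%. The paper reports no sign of imprinting from methylation data, and the tags cannot show from which parent a form came.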
